A study of Homo sapiens with 6 samples. Its data were reported in "ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers" (2022).

How the data were processed

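The data were H3.3 ChIP-seq libraries from 12Z cells, an immortalized line of human endometriotic epithelial cells. H3.3 is a histone variant that replaces canonical H3 in nucleosomes outside DNA replication, and CHD4 is the remodeling ATPase of the NuRD complex. Cells received lentiviral particles with a non-targeting shRNA (control) or with an shRNA against CHD4 (shCHD4) and were harvested 72 h later. Per the labels, crosslinked chromatin was cut with micrococcal nuclease and briefly sonicated, H3.3 chromatin was immunoprecipitated in duplicate, and 50 bp paired-end reads were obtained at a minimum depth of 40 M reads per ChIP library and 80 M reads per input library. There were 6 samples: 2 control and 2 shCHD4 ChIP libraries, and 1 input library for each condition. Groups were taken from the labels. For the control ChIP libraries the title and the description carried opposite replicate numbers, and the numbers of the descriptions were used here only as names.

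The authors trimmed the reads, aligned them to GRCh38 with Bowtie2, kept properly paired fragments, subsampled the libraries to equal estimated molecular complexity and removed PCR duplicates. They called broad peaks with MACS2 in each ChIP library against input and removed blacklisted regions and non-standard contigs. The number of fragments that entered each list after subsampling was not analysed here, so the depth behind each peak is unknown, and equal complexity removes only part of the differences in sensitivity between libraries. Each peak carries a fold enrichment over input, a linear ratio that the authors deposited from MACS2. Each peak also carries a −log10 q-value deposited by the authors, averaged over the broad region. Both values were used only to describe or filter peaks within a list. For each condition the authors also made a replicated list, in which peaks called on pooled replicates were kept when they overlapped each single replicate. The paper gives at least 50% as the overlap required. Pooling means that this list has no replicate error of its own.

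The third kind of file was the authors' deposited table of shCHD4 against control. The authors took the union of replicate-intersecting peaks of both conditions as query regions, counted reads with csaw and removed regions of low abundance. They applied a loess normalization to the matrix of reads per region. The authors then fitted quasi-likelihood models in edgeR with the loess offsets and with condition as the only term. The paper calls the control H3.3 libraries immunoprecipitation replicates and elsewhere writes of biological replicates. Whether the 2 libraries of a group came from separate transductions is therefore unclear. If they did not, the deposited FDR reflects variation between immunoprecipitations only. Query regions lying close together were joined, and each joined region received the lowest p-value among its parts. The log2 fold change and the average log2 CPM in this table are the authors' values, and so are the p-values and their FDR. Here the FDR of every region was recomputed from the p-values by the Benjamini-Hochberg method and was the same to rounding. The loess step assumes that increases and decreases balance at every abundance, so a shift common to all H3.3 regions cannot be seen in the log2 fold changes, and the balance of directions is relative to that assumption. Of the 95755 tested regions, 95711 ended where a region of the union of replicate intersections ended, as rebuilt here from the single-library lists, and 87915 consisted of 1 query region. Starts are printed as the table gives them, and 95715 of them equalled the 0-based start of such a region, so a start may lie 1 bp before the first base. The peaks that define the regions come from the libraries that were then compared, so peak calls and fold changes are not independent. Counts per library were not used here, so this fit was not repeated, and neither the direction in each library nor a standard error per region can be given.

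Peak numbers and covered base pairs were compared between the groups with exact two-sided permutation tests of the difference in means. With 2 libraries against 2, such a test cannot give a p-value below 0.333. Similarity of peak sets was measured with the Jaccard index, the shared base pairs divided by the base pairs in either set, and the observed grouping was set against the 3 possible splits of the 4 libraries into pairs. Regions of the differential table with FDR under 0.05 were called increasing or decreasing by the sign of the log2 fold change, and all others are termed stable. Median widths were compared with a two-sided permutation test of 100000 resamples. Shares were compared with two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 3 comparisons of classes or over the 23 chromosomes. Shares carry 95% Wilson intervals, which cover counting error only. Regions and peaks are not replicate samples, and neighbouring regions are not independent, so these p-values describe the deposited lists and not the variation between experiments. Transcription start sites (TSSs), genes and exons were those of GENCODE release 44 (62700 genes, of which 20046 are protein-coding). A region was promoter-proximal when any part of it lay within 3 kb of a TSS. For the annotation classes, each peak or region was assigned by its midpoint to promoter (within 3 kb of a TSS), gene body or intergenic sequence. GC content was computed from the GRCh38 sequence of each region and of the 1 Mb around its midpoint. Odds ratios within strata were Mantel-Haenszel estimates over deciles of the stratifying value among called regions. No chromosome end was exceeded by any peak or region.

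The tests, the thresholds, the list of alternatives and the rule for named items were fixed before the data were examined, except where the closing parts say otherwise. The rule named, in each direction, the 4 called regions with the smallest p-values and the called region with the largest absolute log2 fold change. It also named genes taken from the study, of which 11 are reported (CHD4, ARID1A, ZMYND8, H3-3A, H3-3B, PLAU, TRIO, CCL2, COL1A1, THBS1 and C1S), each by the tested regions within 3 kb of its TSS, and at most 3 chromosomes in each direction. A further gene of the list is not reported here and was left out of its counts and adjustment. Alternatives changed the q-value of the peaks, the width of peaks and regions, the overlap that counts as shared, the FDR, a minimum fold change, the multiple-testing adjustment, the abundance, the distance to a TSS and the gene set, and left out each library in turn where a value could be recomputed.

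Statistics were tested on simulated data. The 9331 called regions were placed as observed, and their directions were drawn independently of each other, with a shift planted on some chromosomes. The chromosome test found 100% of the chromosomes shifted by a planted odds ratio of 3 or its inverse, and weaker shifts were not simulated. Without a shift, 6% of draws had any chromosome called. In the data neighbouring called regions mostly moved together, so these draws give no error rate for clustered directions. A Mantel-Haenszel odds ratio that was 1 by construction came out at a median of 1.01 within strata and 0.297 without them. Direction in these draws depended only on the deciles of surrounding GC content that also formed the strata. A trend inside a decile is not removed by such strata and was not simulated. The permutation test of median widths gave p under 0.05 in 5% of draws without a difference, and the test of neighbouring regions did so in 5.8% of draws without clustering. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The input libraries entered only through the authors' peak calls. Binding data for CHD4 and ARID1A and expression data were not used here.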

Results

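H3.3 was mapped by ChIP-seq in 12Z cells 72 h after transduction with a non-targeting shRNA (control, 2 libraries) or with an shRNA against CHD4 (shCHD4, 2 libraries), to ask whether loss of CHD4 changes the amount of H3.3 on chromatin. The knockdown itself was not measured by these data. The processed data consisted of peak lists for each library, a replicated list for each condition and the authors' deposited table of differential H3.3 abundance.

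The control libraries contained 113553 (replicate 1) and 100505 (replicate 2) H3.3 peaks, and the shCHD4 libraries contained 119191 and 119103. The mean number of peaks was 107029 ± 9226 (SD, n = 2) in control and 119147 ± 62.2 (SD, n = 2) in shCHD4 cells, a difference of 12118 peaks (exact permutation test, two-sided, p = 0.333, the smallest value that 2 libraries against 2 allow). The size of this difference depended on the control libraries, being 5594 peaks without control replicate 2 and 18642 peaks without control replicate 1. At a q-value of at most 0.01 the direction was reversed, with 2 control libraries of 56048 and 75882 peaks and 2 shCHD4 libraries of 63467 and 63805 peaks. The spread between the control libraries at that threshold was therefore larger than the difference between the groups. Peaks covered 209 and 189 Mb in the control libraries and 232 and 235 Mb in the shCHD4 libraries. Mean coverage was 199 ± 14.6 Mb (SD, n = 2) in control and 234 ± 2.47 Mb (SD, n = 2) in shCHD4 cells, a difference of 34.4 Mb that had the same sign at every q-value and with any single library left out (exact permutation test, p = 0.333). Median peak widths were 799 and 846 bp in control and 842 bp in both shCHD4 libraries.

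**Figure D1:**
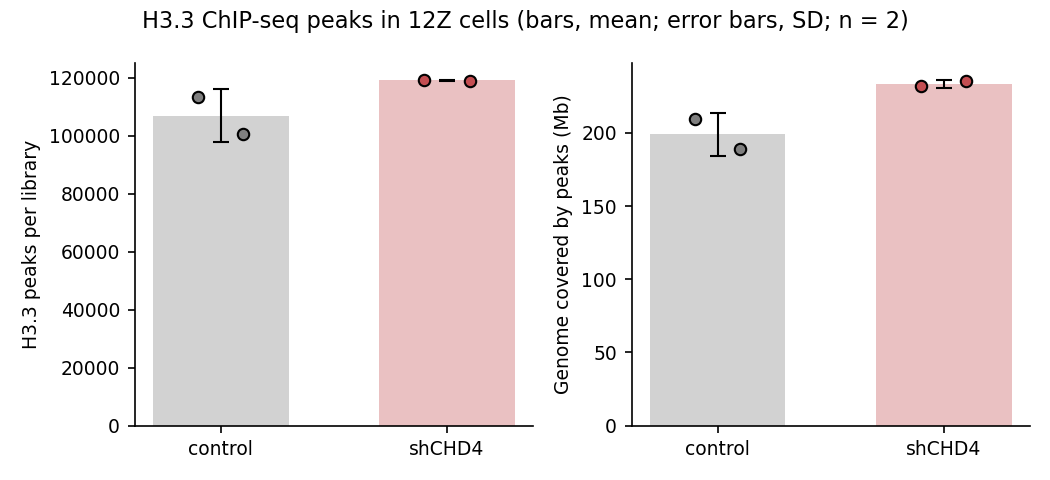
Number of H3.3 peaks (left) and megabases covered by peaks (right) in each library, with points for the 2 libraries of each group, bars for the mean and error bars for the SD. Both shCHD4 libraries lay above both control libraries in each plot, by a mean of 12118 peaks and 34.4 Mb.

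Peak sets were then compared between libraries to see whether they resembled each other more within a group than across the groups. The Jaccard index was 0.623 between the control libraries and 0.647 between the shCHD4 libraries. Across the groups it ranged from 0.605 to 0.614 for shCHD4 replicate 1 and from 0.605 to 0.615 for shCHD4 replicate 2. The mean index within groups exceeded the mean between groups by 0.0254, and this was the highest value among the 3 splits of the libraries into pairs (exact p = 0.333, the smallest possible). The difference ranged from 0.0122, when the share of overlapping peaks was used in place of base pairs, to 0.0373 at a q-value of at most 0.001. Libraries of the same group thus differed from each other nearly as much as libraries of different groups. No library was a copy of another, since at most 10 peaks had identical coordinates in any pair.

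The authors' replicated lists held 49597 peaks in control (median width 2477 bp, 235 Mb in all) and 58118 peaks in shCHD4 cells (median width 2247 bp, 252 Mb in all). Their median fold enrichment over input, a MACS2 value, was 2.37 and 2.36. Both lists shared a Jaccard index of 0.717. Of the control peaks, 44257 (89.2%, 95% Wilson interval 89.0 to 89.5) overlapped a replicated shCHD4 peak by at least 1 bp, and 5340 did not. Of the shCHD4 peaks, 44513 (76.6%, interval 76.2 to 76.9) overlapped a replicated control peak, and 13605 did not. When a peak in either single library of the other group counted as present, the shares rose to 97.2% and 90.6%, so that most peaks of 1 list alone had a peak in at least 1 library of the other group. Each group has 1 replicated list, and no test between the lists was made.

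The authors' deposited table held 95755 tested regions, of which 9331 (9.74%) had an FDR under 0.05. H3.3 increased at 4321 of these and decreased at 5010, so that 46.3% (95% Wilson interval 45.3 to 47.3) increased. The alternative that moved the number most was a Bonferroni adjustment, which left 479 regions. The balance of directions was not stable: the increasing share was 52.1% of 3204 regions at an FDR under 0.01 and 53.2% of 6786 regions at a log2 CPM of at least 0, but 26.9% of the 1806 regions with an absolute log2 fold change of at least 1. Changes were small. The median log2 fold change was 0.50 in increasing and -0.63 in decreasing regions of the authors' deposited table, and 50.5% of increasing and 38.5% of decreasing regions lay under 0.5 in absolute value. Decreases reached further than increases, with 80 decreasing and 2 increasing regions at an absolute log2 fold change of at least 2. All these calls rest on 2 libraries per group, which may be repeat immunoprecipitations of 1 chromatin preparation.

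**Figure D2:**
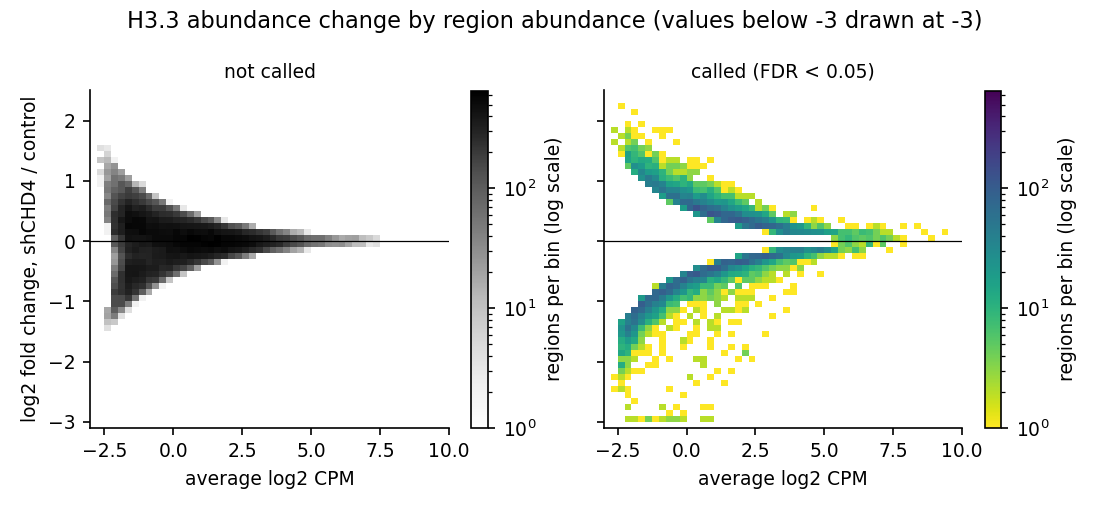
Log2 fold change of H3.3 (shCHD4 over control) against average log2 CPM, for regions that were not called (left) and regions with FDR under 0.05 (right), with the shade giving the number of regions per bin on a log scale. Called regions of high abundance lay close to 0, and the 80 called regions at or below -2 were decreases; values below -3 are drawn at -3.

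Of the tested regions, 56729 overlapped replicate-shared peaks of both conditions, 10861 overlapped those of control only and 28131 those of shCHD4 only. Direction followed this origin. Among regions with replicate-shared peaks in both conditions, 2668 increased and 3041 decreased, a share of 46.7% increasing. Control-only regions gave 1966 decreasing and 0 increasing calls, and shCHD4-only regions gave 1653 increasing and 0 decreasing calls. At an unadjusted p-value under 0.05, the numbers against the group of origin were 0 of 10861 and 7 of 28131 in the authors' deposited table. Calls were made at 18.1% of the control-only regions and at 5.88% of the shCHD4-only regions. Because peaks and fold changes came from the same reads, the directions of these single-condition regions are not separate evidence of a change.

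The 4 increases with the smallest p-values were very wide domains with small changes. In the authors' deposited table the first was a region of 331787 bp on chromosome 8 from 117779744 to 118111530 (GRCh38), which covers exons and introns of EXT1 (log2 fold change 0.15, FDR 5.5e-34). The second, on chromosome 10 from 67904511 to 68076429 (GRCh38), overlaps exons of SIRT1 and HERC4 and had a log2 fold change of 0.23 in the authors' deposited table (FDR 8.26e-29). A region over exons of MEIS2 on chromosome 15 from 36941864 to 37111542 (GRCh38) had a log2 fold change of 0.25 in the authors' deposited table (FDR 1.42e-21). The fourth lies on chromosome 2 from 36356809 to 36565765 (GRCh38) over exons of CRIM1 and FEZ2, with a log2 fold change of 0.19 in the authors' deposited table (FDR 1.66e-17). All 4 libraries had a peak in each of these domains. The largest increase in the authors' deposited table was 2.27 on the log2 scale (FDR 0.0036) in an 86 bp region within an intron of PPARGC1A, on chromosome 4 from 23759514 to 23759599 (GRCh38). It was of low abundance (log2 CPM -2.34), with peaks in both shCHD4 libraries and in neither control library.

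The 4 decreases with the smallest p-values were narrower and AT-rich, and none of them overlapped a protein-coding gene. The first in the authors' deposited table was a region of 737 bp on chromosome 6 from 31428396 to 31429132 (GRCh38), in an intron of a long non-coding RNA gene and 28613 bp from the TSS of MICA, with a log2 fold change of -4.46 (FDR 8.97e-19). Its GC content was 16.2%, and it had peaks in both control libraries and in neither shCHD4 library. The other 3 had peaks in all 4 libraries. They lay on chromosome 2 from 117040450 to 117046610 (GRCh38, intergenic, nearest protein-coding gene DDX18), with a log2 fold change of -1.17 in the authors' deposited table (FDR 2.45e-18); on chromosome 19 from 31474515 to 31478151 (GRCh38, intergenic, nearest protein-coding gene TSHZ3), with -1.52 (FDR 7.85e-18); and on chromosome 4 from 45023585 to 45027235 (GRCh38, in an intron of a long non-coding RNA gene, nearest protein-coding gene GNPDA2), with -1.97 (FDR 1.29e-17). Their GC contents were 24.2%, 31.9% and 21.9%. The largest decrease in the authors' deposited table was -9.51 on the log2 scale (FDR 9e-16), in a region of 689 bp on chromosome 3 from 106511664 to 106512352 (GRCh38), in an intron of a long non-coding RNA gene. It had a GC content of 13.1%, and peaks were called in both control libraries only. A fitted log2 fold change of this size depends on how counts near 0 were treated and gives no measure of the ratio.

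Each of the 11 genes reported from the list fixed in advance had at least 1 tested region within 3 kb of its TSS, 16 regions in all. Regions of 3 genes were called, and the same number was called when p-values were adjusted over the list alone. In the authors' deposited table H3.3 decreased over the THBS1 promoter and gene, on chromosome 15 from 39578213 to 39600701 (GRCh38), with a log2 fold change of -0.29 (FDR 3.97e-11). A smaller decrease in the authors' deposited table was found at COL1A1 (chromosome 17 from 50172392 to 50206675, GRCh38; log2 fold change -0.08, FDR 0.0452). At ZMYND8, on chromosome 20 from 47294077 to 47363521 (GRCh38), H3.3 increased by 0.07 on the log2 scale in the authors' deposited table (FDR 0.0313). All of these regions span the TSS and part of the gene body, and all 3 changes were below the median size of called changes. The 3 regions at the CHD4 TSS were not called, with log2 fold changes from -0.02 to 0.17 and FDR values from 0.692 to 0.944 in the authors' deposited table. When any region overlapping the gene body counted, 7 of the 11 genes had a called region. These were not all of the same direction: ZMYND8 then had 1 increasing and 3 decreasing regions, TRIO 3 decreasing regions, CHD4 1 increasing region, ARID1A 1 decreasing region and C1S 1 of each, while COL1A1 and THBS1 had the decreasing region given above.

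Region widths were compared because the study compared them after ARID1A knockdown. There, regions that lost H3.3 tended to be wider than increasing or stable ones. The paper reports no such comparison for CHD4 knockdown. The median width was 1897 bp for increasing, 1354 bp for decreasing and 926 bp for stable regions. Increasing regions were wider than decreasing ones by a median of 543 bp (permutation test, two-sided, p = 1e-05, the smallest value the resamples can give). It was 534.5 bp at an FDR under 0.01 (permutation p = 1e-05). Within tertiles of log2 CPM it was 91.5 bp in the lowest (permutation p = 1e-05), 63.5 bp in the middle (permutation p = 0.00093) and reversed in the highest, at -426 bp (permutation p = 3e-05). Among regions of at least 500 bp it was 9 bp (permutation p = 0.855). Under 150 bp, 75 regions increased and 475 decreased, whereas at 50 kb or more 48 increased and 22 decreased.

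**Figure D3:**
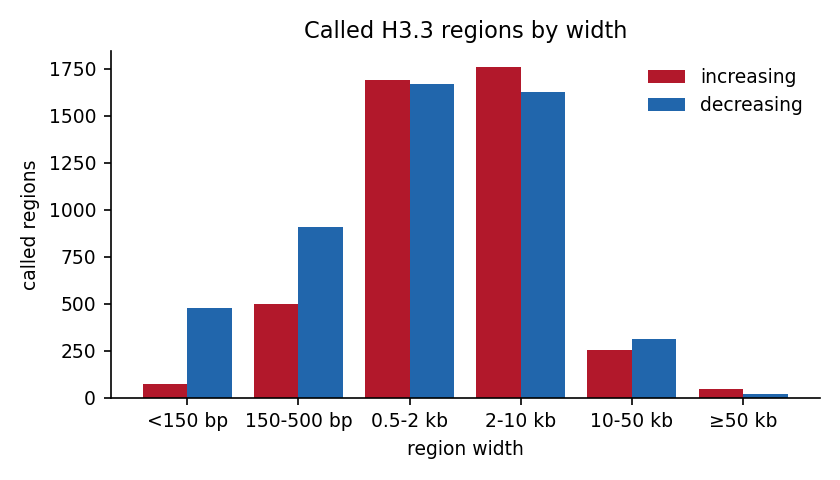
Number of called regions (vertical axis) in each class of region width (horizontal axis), with one bar for increasing and one for decreasing regions. Decreases outnumbered increases below 500 bp (475 against 75 under 150 bp), and both directions were about equal from 500 bp to 10 kb. Decreases were again more numerous from 10 to 50 kb (312 against 254), and increases were at 50 kb or more (48 against 22).

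Promoter-proximal regions made up 21.3% of increasing (921 of 4321, 95% Wilson interval 20.1 to 22.6), 24.0% of decreasing (1200 of 5010, interval 22.8 to 25.2) and 24.1% of stable regions (interval 23.8 to 24.4). The odds ratio of increasing against decreasing regions was 0.860 (Fisher's exact test, two-sided, adjusted p = 0.00376). It was 0.853 for increasing against stable regions (adjusted p = 7.35e-05) and 0.992 for decreasing against stable regions (adjusted p = 0.825). These odds ratios depended on the definition. For increasing against decreasing regions the value was 0.704 within 10 kb of a TSS (adjusted p = 1.14e-16), 0.811 at an FDR under 0.01 (adjusted p = 0.0193) and 0.611 in the highest tertile of log2 CPM (adjusted p = 2.13e-13), but 1.11 within 1 kb (adjusted p = 0.117) and 0.948 with TSSs of protein-coding genes alone (adjusted p = 0.419). Within 1 kb, increasing regions did not differ from stable ones (odds ratio 0.994, adjusted p = 0.915), and decreasing regions were depleted (odds ratio 0.897, adjusted p = 0.0247). In the lowest tertile of log2 CPM increasing regions did not differ from stable ones either (0.982, adjusted p = 0.914). Their depletion held within 10 kb (0.749), with protein-coding genes alone (0.781), at an FDR under 0.01 (0.841) and in the middle (0.812) and highest (0.635) tertiles. Each of these had an adjusted p under 0.05. The alternative that moved the ratio of increasing against decreasing regions most was stratification by the GC content of the surrounding 1 Mb, under which it was 1.41 (95% interval 1.26 to 1.58) and thus opposite in direction.

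By midpoint, 20.5% of control and 20.2% of shCHD4 replicated peaks lay at promoters, 62.0% and 61.9% in gene bodies, and 17.5% and 17.9% in intergenic sequence. Among called regions the intergenic share was 23.0% for increasing (95% Wilson interval 21.8 to 24.3) and 16.0% for decreasing regions (interval 15.0 to 17.0), compared with 14.2% for stable regions. The difference of 6.99 percentage points between increasing and decreasing regions was 6.99 to 7.38 under the alternatives tried. These changed only the promoter distance or the rule of assignment, and no stratification by GC content was run. Gene bodies held 61.8% of increasing and 67.2% of decreasing regions. The promoter shares were 15.2% and 16.8%, and with promoters limited to 1 kb they were 7.73% and 5.73%, which reversed their order.

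Increasing and decreasing regions were unevenly spread over the chromosomes. Of the 23 chromosomes tested, 14 had an adjusted p under 0.05 (Fisher's exact test, two-sided, each chromosome against all others), 8 toward increases and 6 toward decreases. On chromosome 19, 50 of 544 called regions increased (9.19%, 95% Wilson interval 7.04 to 11.9; odds ratio 0.107, adjusted p = 5.95e-82). Decreases also prevailed on chromosome 17 (18.5% of 492 increased, odds ratio 0.247, adjusted p = 6.53e-39) and on chromosome 22 (18.1% of 149, odds ratio 0.252, adjusted p = 2.15e-12). Increases prevailed on chromosome 6 (63.5% of 564, odds ratio 2.11, adjusted p = 2.51e-16), chromosome 4 (63.7% of 422, odds ratio 2.11, adjusted p = 1.49e-12) and chromosome 8 (62.1% of 430, odds ratio 1.96, adjusted p = 8.23e-11). The alternative that moved this result most was stratification by the GC content of the surrounding 1 Mb. Within its deciles, 8 of the 14 chromosomes kept an odds ratio whose interval excluded 1. Another 2 chromosomes that were not among the 14, named after their values were seen, also had such an interval, namely chromosome 5 (odds ratio 0.697, interval 0.591 to 0.824) and chromosome 7 (odds ratio 0.794, interval 0.657 to 0.960). Chromosome 19 then had an odds ratio of 0.370 (95% interval 0.274 to 0.499), and the intervals of chromosome 22 (odds ratio 0.881, interval 0.564 to 1.38) and of chromosome 4 (odds ratio 1.04) included 1.

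**Figure D4:**
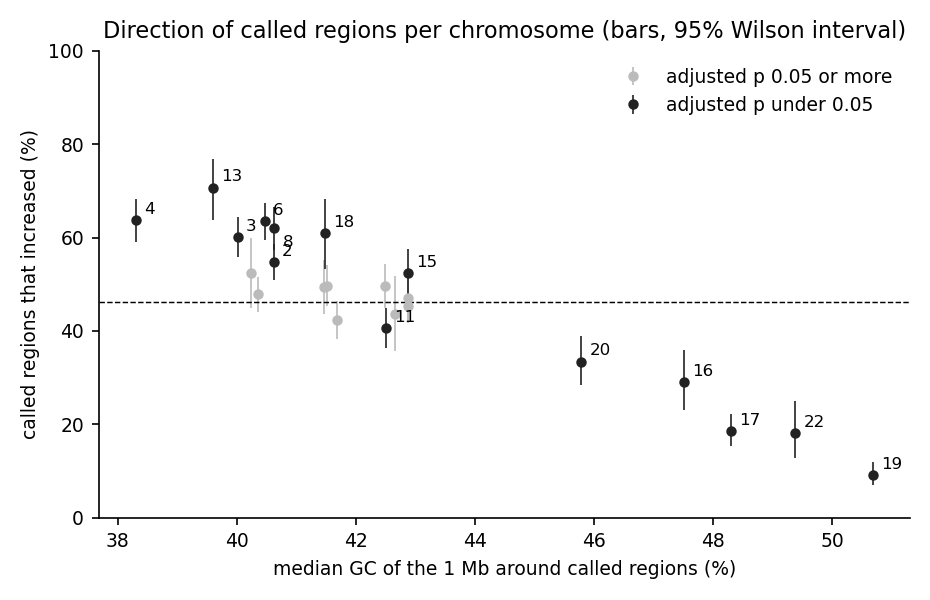
Percentage of called regions that increased on each chromosome (vertical axis, bars for 95% Wilson intervals) against the median GC percentage of the 1 Mb around its called regions (horizontal axis), with the share over all called regions as a dashed line. The share was 9.19% on chromosome 19, at a median GC of 50.7%, and 63.7% on chromosome 4, at 38.3%.

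Peak calls in each library were also tabulated at the called regions. Increasing regions had a peak in 71.0% (control replicate 1) and 67.4% (control replicate 2) of cases in control, and in 100% in both shCHD4 libraries. At the 5010 decreasing regions a peak was present in 5009 and 5008 cases in the control libraries, and in 67.7% and 68.2% of cases in the shCHD4 libraries. A replicated peak in shCHD4 only was found at 1495 of the 4321 increasing and 30 of the 5010 decreasing regions, and a replicated peak in control only at 2 increasing and 1551 decreasing regions. The corresponding odds ratio was 38646, and its Fisher's exact p-value was too small to be represented by the computation. Since the tested regions were defined from these peaks, this result describes the overlap of both kinds of files and is not a separate test of the change.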

Values the study reported

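The study reported significant changes in H3.3 abundance at 9331 genomic regions after CHD4 knockdown, at an FDR below 0.05. In control 12Z cells it reported significant H3.3 enrichment at 40,006 genomic regions. This number is not that of the replicated control list described above, which is longer. The paper does not say whether these regions came from the control libraries of the CHD4 knockdown comparison, so both numbers should not be read as counterparts.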

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

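Chosen only after results had been seen were the limits to regions of at least 150 bp, of at least 500 bp or with replicate-shared peaks in both groups for the numbers of called regions, and all stratifications by GC content. Over the 26 results and their 118 alternative values, 65 kept their direction and their side of the threshold or their range, and 14 reversed. Merging nearby peaks and centring the log2 fold changes are left out of these numbers, because they could change no count or direction. The difference in covered base pairs, the higher overlap within groups than between them and the intergenic excess of increasing over decreasing regions kept their direction under every alternative run for them. For the intergenic excess, the alternatives changed only the promoter distance or the rule of assignment. It was not stratified by GC content, which reversed the promoter odds ratio.

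The excess of peaks in shCHD4 cells reversed to -2329 peaks at a q-value of at most 0.01 and returned to 1839.5 peaks at 0.001; the cause was not tested. Leaving out 1 library gave differences from 5594 to 18642 peaks, and from 24.1 to 44.8 Mb covered.

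Shares of replicated peaks moved with what counted as shared. For control peaks the share was 82.4% with at least 50% of the peak covered, 89.7% and 91.4% at q-values of at most 0.01 and 0.001, and 97.2% when a peak in either library of the other group sufficed. For shCHD4 peaks these values were 68.7%, 77.7%, 77.4% and 90.6%. Leaving out 1 library, so that the peak list of the remaining library stood in for the replicated list, gave 66.3% to 94.0% for control and 56.4% to 85.4% for shCHD4 peaks. Single-library lists are about as long as both conditions' replicated lists together, which by construction lowers the share of their own peaks that is shared and raises that of the other list.

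The number of called regions changed from 9331 to 3204 at an FDR under 0.01, to 15247 at an FDR under 0.1, to 5216 and 1806 with an absolute log2 fold change of at least 0.5 and 1, to 479 with a Bonferroni adjustment and to 5709 among regions with replicate-shared peaks in both groups. The increasing share, 46.3% in the report, was 44.9% at an FDR under 0.1, 41.0% and 26.9% at the 2 fold change limits, 42.8% with Bonferroni and 48.4% among regions of at least 150 bp. It reversed to 52.1% at an FDR under 0.01 and to 53.2% at a log2 CPM of at least 0, and for both the cause was not tested. Among regions of at least 500 bp it reversed to 50.8%, which follows from leaving out narrow regions, where decreases prevailed. Limiting the table to autosomes gave 46.2%. Centring the log2 fold changes on their median of 0.01 could not change a call, since the smallest called increase was 0.02 and the smallest called decrease -0.06.

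The width difference was 534.5 bp at an FDR under 0.01 and 91.5 and 63.5 bp in the lowest and middle tertiles of log2 CPM. It fell to 9 bp among regions of at least 500 bp, because most of it came from narrower regions, and reversed to -426 bp in the highest tertile of log2 CPM; the cause of the latter was not tested. The promoter odds ratio of increasing against decreasing regions was 0.948 with protein-coding genes only. It kept its direction within 10 kb (0.704), at an FDR under 0.01 (0.811) and in the highest tertile of log2 CPM (0.611), each with an adjusted p under 0.05. It reversed to 1.11 within 1 kb of a TSS and to 1.14 and 1.04 in the lowest and middle tertiles of log2 CPM, none of them with an adjusted p under 0.05, and to 1.32 and 1.41 within deciles of the GC content of the region and of the surrounding 1 Mb. GC content and promoter proximity are thus entangled in this comparison. The odds ratio of decreasing against stable regions, 0.992, reversed to 1.06 within 10 kb (adjusted p = 0.0345), and to 1.04 both at an FDR under 0.01 and in the highest tertile of log2 CPM (adjusted p = 0.547 and 0.441). It was lower within 1 kb (0.897, adjusted p = 0.0247), with protein-coding genes only (0.824, adjusted p = 1.61e-05) and in the middle tertile (0.779, adjusted p = 0.000879). By midpoint, the promoter share difference reversed to 2.00 percentage points with promoters of 1 kb. For these reversals the cause was not tested. Of the 14 chromosomes with a shifted balance, 8 remained shifted within deciles of the surrounding GC content and 2 others became so, which made 10. The number was 13 at an FDR under 0.01, of which 11 were among the 14 with the same direction, and 13 at a log2 CPM of at least 0, of which all 13 were. The number of fixed genes with a called region rose from 3 to 7 when the whole gene body counted, since more regions were then examined. Among the values for single chromosomes, single genes and secondary comparisons, 27 others kept their call, 4 were weaker, 3 were stronger and 1 moved.

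No paired analysis was possible because counts per library were not used here and the replicate numbers of the control libraries conflict in the labels. For the same reason the other count models and the fits without each replicate, planned for the differential regions, were not run, and the 9331 calls have no check against leaving out a library. The depth of each library after subsampling is unknown, which limits what the difference in peak number can show.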

Other observations

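Chosen only after the results they bear on had been seen were the tests of the GC content of the region itself, of single libraries and of uncalled regions for the trend with surrounding GC content; all tests of regions under 20% GC except that of the surrounding GC content; and the test of regions with peaks in 1 group only. All the patterns were found in the same data on which they were tested, and are hypotheses.

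The share of called regions that increased fell steadily with the GC content of the surrounding 1 Mb. In the lowest decile (33.6% to 37.1% GC) 678 regions increased and 256 decreased, and in the highest decile (50.5% to 60.2% GC) 70 increased and 863 decreased. The odds ratio of increasing for surroundings above against below the median GC was 0.207 (95% interval 0.189 to 0.226), and 0.192 among regions with replicate-shared peaks in both groups. The GC content of the region itself, as an amplification bias on its own fragments would give, does not account for it: within deciles of region GC the odds ratio was 0.270, whereas the odds ratio for the region's own GC went from 0.345 to 0.883 within deciles of surrounding GC. Nor was it the composition of chromosomes, since the odds ratio was 0.267 within chromosomes, nor normalization that varied with abundance, since the tertile of log2 CPM closest to 1 still gave 0.293. No single library set it, because the share of peak base pairs in surroundings of at least 50.5% GC was 7.29% and 7.65% in the control libraries and 6.43% and 6.58% in the shCHD4 libraries, a gap of 0.716 percentage points between the nearest libraries of both groups. A shift of whole domains also stays open. Regions that were not called followed the trend too (Spearman rho of log2 fold change with surrounding GC -0.168 across 86424 regions, which are not independent), and so did uncalled regions more than 10 kb from a TSS (rho -0.167). Over all regions the median log2 fold change went from 0.12 in the lowest to -0.12 in the highest decile. This may come from a difference in DNA content, such as copy number or the share of cells in S phase, from chromatin that was fragmented or recovered differently, or from a domain-wide change of H3.3 after CHD4 knockdown. Read counts of the input libraries over the same windows, not analysed here, would show whether the trend was present before immunoprecipitation. A trend there could come from DNA content or from fragmentation and recovery, and each condition has 1 input library.

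Regions of extremely low GC content were called in 1 direction. Of 180 regions with under 20% GC, 86 decreased and 0 increased, with a median log2 fold change of -0.85. Of the 73 among them of at least 150 bp, 71 decreased and 0 increased, and 0 had a positive log2 fold change with an unadjusted p-value under 0.05, with a median log2 fold change of -1.96. Regions of under 20% GC, narrower ones included, made up 44 of the 80 regions with a log2 fold change of -2 or less. Calls in 1 direction do not exclude chance at low read numbers, because direction can follow from the peaks that defined a region. Regions with replicate-shared peaks in control only gave 0 increasing calls among 10861, and peaks under 20% GC were more numerous in control. The number of peaks under 20% GC was 107 and 83 in the control libraries and 17 and 7 in the shCHD4 libraries, so in the peak lists the pattern was not one of a single library. It ran against the trend with the surrounding GC content, since among all called regions 71.9% increased in the decile that holds the median surrounding GC content of the 73 regions of at least 150 bp (37.6%), and 58.8% in the decile that holds that of all 180 regions (39.9%). Low GC content was not excluded in this class, and its regions of at least 150 bp were all rich in TA steps, which made up 21.8% to 37.0% of their dinucleotide steps. Their log2 fold change followed GC content (Spearman rho 0.574, and 0.493 with TA density held constant) more closely than TA density (rho -0.374, and -0.171 with GC content held constant). Regions outside the class, of higher GC content, allow a comparison. At 24 to 28% GC, 71 of the 145 regions in the top quartile of TA steps decreased, compared with 21 of the other 435 (odds ratio 18.9, Fisher's exact test, two-sided, p = 1.38e-31). In this range the log2 fold change fell with the density of TA steps (Spearman rho -0.297 across 580 regions) and rose with that of A or T runs (rho 0.280). One candidate explanation is cutting by micrococcal nuclease, which prefers such steps, to a different extent in the chromatin preparations of both groups, and another is loss of fragments of very low GC content in amplification. Loss of nucleosomes from these sequences after CHD4 knockdown would leave the same pattern and was not tested apart from it, and neither was the alignment of reads in simple repeats. The named decreases on chromosome 6 and chromosome 3 belong to this class.

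Regions under 150 bp, narrower than a nucleosome, were called decreasing in 475 and increasing in 75 cases. Low abundance explained part of this but not all, since their odds ratio of increasing against wider regions went from 0.169 (95% interval 0.132 to 0.216) to 0.412 (interval 0.299 to 0.568) within deciles of log2 CPM. The supply of regions from each group ran the other way, with 2905 narrow regions from control peaks only and 5487 from shCHD4 peaks only. Of these, 472 were called decreasing and 75 increasing. Such narrow regions may be overlaps of peak edges between replicates, which was not tested. Whether a lower detection limit in the shCHD4 libraries, which had more peaks, left only strong differences among the control-only regions was not tested.

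Neighbouring called regions tended to move together. Among 4667 pairs of adjacent called regions at most 100 kb apart, 76.6% moved in the same direction. When directions were permuted within deciles of the surrounding GC content, the mean was 61.0% (1000 permutations, p = 0.001, the smallest they can give), so the GC trend explains only part of this. Pairs more than 20 kb apart were still alike in 70.6% of 2688 cases, against a mean of 60.0% in permutations (p = 0.001), so several calls within 1 enriched domain are not the whole cause. These values may point to domain-wide differences, of H3.3 or of DNA and chromatin recovery, and no biological explanation was tested.

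Called regions with replicate-shared peaks in 1 group only all moved toward that group, 1966 for control and 1653 for shCHD4. Among uncalled regions of the same kind, 98.8% of the control-only regions had a negative and 86.4% of the shCHD4-only regions a positive log2 fold change. Selection of regions by peak calls in the tested libraries and a true change cannot be told apart here, because peak calls and fold changes rest on the same reads and their signs are nearly fixed by the choice of regions. Among the 5709 calls with shared peaks in both groups the direction was not fixed in this way.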
